# Comparative analysis of microRNA expression profiles between A549, A549/DDP and their respective exosomes

**DOI:** 10.18632/oncotarget.15009

**Published:** 2017-02-02

**Authors:** Xiaobing Qin, Shaorong Yu, Xiaoyue Xu, Bo Shen, Jifeng Feng

**Keywords:** lung cancer, microRNA, exosomes, drug resistance, cisplatin

## Abstract

Exosomes were reported to transport bioactive molecules and influence the biology behavior of recipient cells. In order to study the role of exosomal microRNAs in the mechanism of cisplatin resistance to lung cancer cells, we analyzed the expression profiles of microRNAs in A549, A549/DDP cells and their exosomes by microarray. The results showed that a certain proportion of microRNAs were co-expressed in the cells and exosomes. Linear regression analysis showed that the expression of microRNAs in A549 and A549/DDP cells were strongly correlated with those in their respective exosomes. The expression level of 5 microRNAs (miR-197-5p, miR-4443, miR-642a-3p, miR-27b-3p and miR-100-5p) with the most differential expression were verified by qRT-PCR. The results were consistent with those of the microarray. Target gene prediction and pathway analysis discovered that the microRNAs in the intersections may participate in drug resistance. And the prediction of their association with diseases found that most of these microRNAs was associated with lung cancer. We could draw a preliminary conclusion that microRNAs in exosomes may be involved in the drug resistance of lung cancer cells to cisplatin.

## INTRODUCTION

Lung cancer is one of malignant tumors which can maximally threaten the population's health and life worldwide. Global Cancer Statistics in 2012 revealed that lung cancer was the leading cause of cancer death among males in both more and less developed countries, and has surpassed breast cancer as the leading cause of cancer death among females in more developed countries [1]. Although lung cancer patients can be treated with a series of standard treatments, the five-year survival rate of lung cancer is still not satisfactory. Drug resistance is the main reason for treatment failure and results in poor prognosis.

Recent studies [2, 3] indicated that there are a large number of vesicles of which the diameters are varying from 30nm~100nm in body fluid. These vesicles are encapsulated by the lipid bilayer. They are called as exosomes. The nanometer-level extracellular vesicles can be released by almost all kinds of cells and can confer the intercellular communication of cells under physiological or pathological conditions. Exosomes can be used as the biomarkers of many diseases since it contains protein, DNA, RNA, microRNA(miRNA), lncRNA, and so on. Exosomes are distributed in various human body fluids, including blood plasma/serum [4], breast milk [5], saliva [6], cerebrospinal fluid(CSF)[7], ascite [8], urine [9], and semen [10]. Exosomes are involved in tumor occurrence, development, invasion, metastasis, immunosuppression, drug resistance and can also be applied in clinical diagnosis and treatment [11, 12]. Studies showed that the treatment of tumor can be achieved through exosomes [13]. For example, exosomes can act as drug carrier, so as to achieve the therapeutic effect through carrying miRNA into the target cells and aiming to specific target genes [14].

MiRNA is an endogenous single-stranded non-coding micro RNA molecule. The length is 18~24nt. It can specifically bind with 3′-untranslated region (3′-UTR) in target mRNA, induce its degradation or inhibit its translation, so as to effectively silence the target gene protein expression at the post-transcriptional level [15, 16]. Studies have shown that miRNAs play an important role in the physiological and pathological processes, and are involved in all tumor related processes, such as tumorigenesis, differentiation, proliferation, apoptosis, invasion and metastasis [17, 18].

As a transport tool for miRNAs, exosomes play important roles in the exchange of information between cells [19]. Researchers found miRNAs transported by exosomes are of great value in drug resistance of cancer cells. For example, Shanliang Zhong et al [20] found in breast cancer that a number of miRNAs were concentrated in exosomes and participate in the process of drug resistance. Yu DD et al. [21] demonstrated that exosomes can effectively transmitted drug resistance in breast cancer, and the delivery of miR-222 via exosomes can serve as the mechanism. However, there is little research on the role of exosomal miRNAs in the process of lung cancer cells to cisplatin(DDP) resistance. Therefore, it is particularly valuable to analyze the differential expression of miRNAs in parental cells, their resistant cells and the corresponding exosomes.

Our previous study suggested that lung cancer cells can secrete exosomes to microenvironment after DDP treatment, these exosomes can improve drug resistance of recipient cells to DDP [22]. In order to further study the role of exosomal miRNA in the mechanism of DDP resistance in lung cancer cells, we first established DDP resistant lung cancer A549 cells(A549/DDP). Then the expression profiles of miRNAs in A549 cells, A549/DDP cells and their respective exosomes were analyzed by microarray. To the best of our knowledge, this was the first study reporting the miRNA expression profiles of DDP-resistance lung cancer cells and their exosomes compared with their parental ones, as well as their association with DDP resistance.

## RESULTS

### Establishment of A549/DDP cell line

We treated parental A549 cells with stepwise increasing concentrations of DDP, and the final DDP concentration is 1 μg/ml. In order to assess the resistance index of A549/DDP cells, cell viability was determined by Cell Counting Kit-8 (CCK-8) assay. A549 and A549/DDP cells were treated with different concentration of DDP. Results showed that the inhibitory concentration to produce 50% cell death (IC50) values of DDP were 1.93±0.53 μg/ml and 21.15±1.07 μg/ml for A549 and A549/DDP, respectively. The resistance index is more than 10 folds, which indicates that A549/DDP cells are resistant to DDP.

### Characteristics of exosomes

Circular, cup - shaped, double - layer membrane vesicles were observed under the Transmission electron microscope (TEM) (Figure 1A). The diameter of exosomes was during 30-100nm. Western blot showed that CD63 was expressed in exosomes and was not detected in cells (Figure 1B). These results proved that the extracted vesicles were exosomes. Exosomes could be successfully extracted by supercentrifugation.

**Figure 1:**
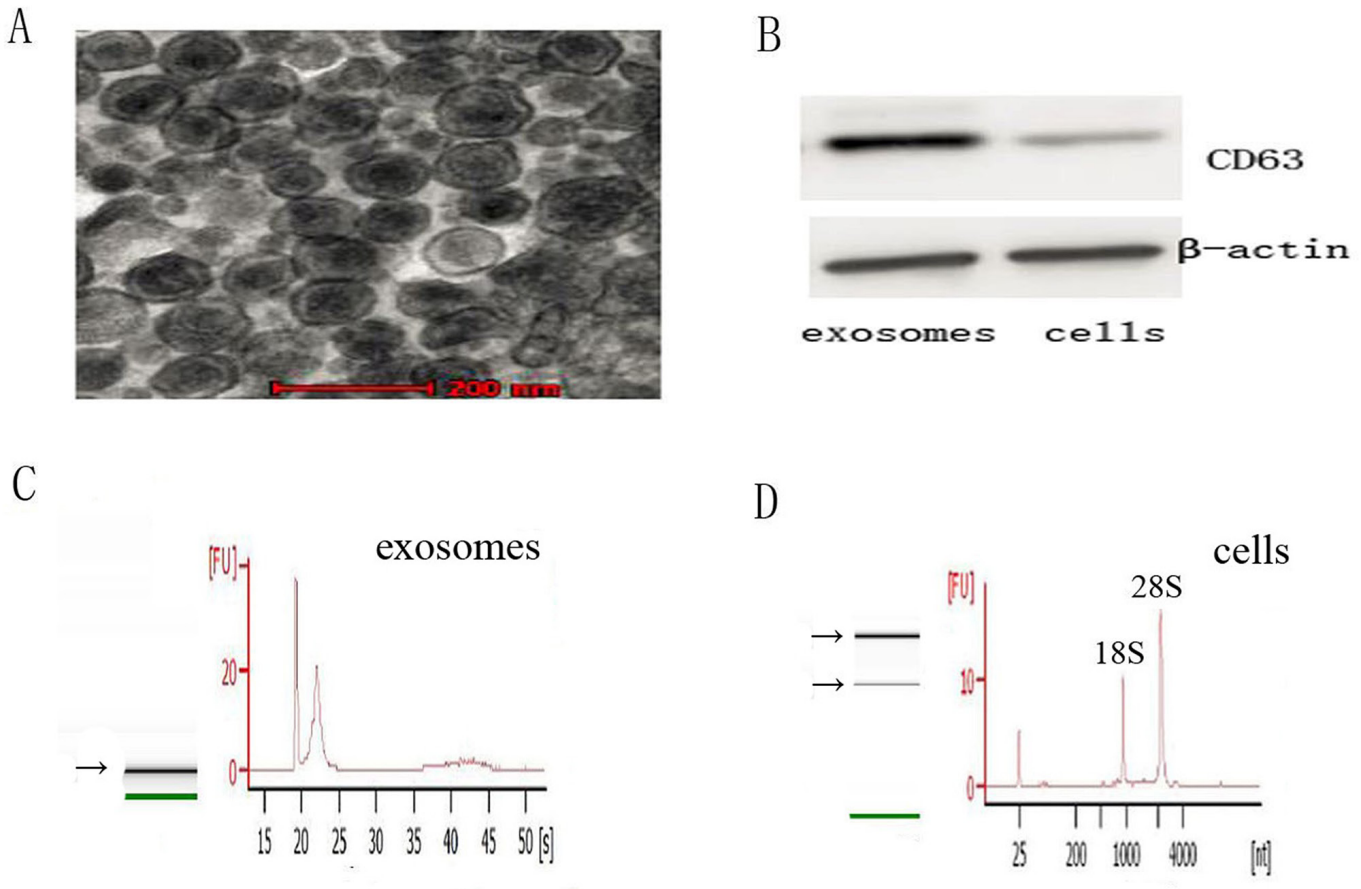
Characteristics of exosomes and the RNA from exosomes and cells **A**. Representative TEM photograph of exosomes (scale bar, 200nm). **B**. Western blot of exosomes and cells for CD63 and β-actin. **C**. and **D**. The analysis of RNA from exosomes and cells shows that exosomes are enriched in small RNAs and contain no 18S and 28S ribosomal RNAs, while cells contain 18S and 28S ribosomal RNAs.

### The difference characterization of RNA between exosomes and cells

RNA of exosomes and cells were analyzed using a Bioanalyzer Nano assay and capillary electrophoresis. The results revealed that the RNA content were strikingly different between exosomes and cells of A549 and A549/DDP (Figure 1C and 1D). RNA of exosomes is enriched in small RNAs and contain no 18S and 28S ribosomal RNAs, whereas RNA of cells is more than 200 bases and contain 18S and 28S ribosomal RNAs.

### The miRNA expression profiles of A549 cells, A549/DDP cells and their respective exosomes

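RNA of the exosomes was profiled on 1-colour human miRNA arrays, with 1 array for exosomes of A549, a human lung adenocarcinoma line, and 1 for exosomes of A549/DDP, the line derived from it by exposure to DDP up to 1 μg/ml. There were no replicate arrays, so no difference between the conditions has a replicate check. Both lines had been kept without drug for at least 2 weeks, and medium was collected after 48 to 72 h. The methods give 100000 g for the pelleting spin and 100 ng of RNA per labelling, while the sample labels give 1000000 g, a 0.22 μm filter and 30 μl of RNA. Each array lay on a slide of its own, so slide and condition cannot be told apart. The arrays of the cells were not analysed here. The deposited scanner files hold the intensity of 62344 spots per array. Of these, 60180 are not controls and carry 4774 probes for 2006 human miRNAs, with 7 to 30 spots per probe. The headers name version 10.7.3.1 of the extraction software and a scan of 2 μm per pixel, other settings than the methods give. The median spot intensity was 47.0 units for A549 exosomes and 36.0 units for A549/DDP exosomes, against medians of 43.0 and 35.0 units on the negative control spots. Spots well above background numbered 15277 (25.4%) for A549 exosomes and 7758 (12.9%) for A549/DDP exosomes, and no spot was saturated. The methods name outlier rejection by the extraction software, the median pixel intensity, quantile normalization and merging of the spots of a probe. The histograms and volcano plots of the paper leave out flagged probes. The paper does not give which flags were used or at which step, on which scale spots were averaged or which arrays were normalized together. Here the non-control spots of both arrays were quantile normalized, spots carrying an outlier flag (1399 and 1569) were then left out, and log2 values were averaged over the spots of a probe. The log2 ratio is A549/DDP exosomes minus A549 exosomes. A probe counted as well above background when the software said so for more than 0.5 of its spots. The brightest probe of a miRNA over both arrays gave its value. Errors are SDs over the spots of a probe and cover the measurement on an array only.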

Fold difference histogram (Figure 2A and 2B) showed the differential distribution of signals in all detected gene probes (control probe and flagged probe excluded). This histogram tended to be normal distribution, suggesting that the up-regulated and down-regulated genes in comparison were roughly equivalent. 

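For the exosomes, the log2 ratio over 4774 probes had a median of 0.025, quartiles of -0.091 and 0.11 and an SD of 0.50, and ran from -3.30 to 4.50. There were 2745 probes above 0 and 2029 below. The bin from -0.5 to 0 held 1696 probes and the bin from 0 to 0.5 held 2460, together with 87.1% of all probes. The skewness was 1.00 and the excess kurtosis 16.3, where a normal distribution has 0 for both. In the authors' deposited table of normalized intensities these bins held 1784 and 2226 probes, which equal the numbers printed in Fig. 2B. The center of the histogram depended on the scaling. Without normalization, the median was -0.37, with 53 probes above 0 and 4721 below. Of the 4774 probes, 3674 were well above background on neither array, so the histogram and its median mostly describe background. The 493 probes well above background on both arrays had a median of -2.12 without normalization. Scaling each array to the 75th percentile of these 493 probes moved the median of all probes most, to 2.25, with a factor that also applied to probes at background. From the near-normal shape of the histogram, the paper proposes that genes up-regulated and down-regulated in the comparison were about equal in number.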

The volcano plots (Figure 2C and 2D) showed the distribution of differential gene probes in comparison. The red/green dashed lines represented the P value and threshold value of fold screening. Every point was the detected gene probe (excluding control probe and flagged probe). Differential expressed genes were defined when fold change > 1.5 (|log2 ratio| > 0.585) and P value < 0.05. Accordingly, compared with A549 cells, 85 up-regulated genes and 82 down-regulated genes were detected in A549/DDP cells; compared with the exosomes secreted by A549, 346 up-regulated genes and 307 down-regulated genes were detected in A549/DDP exosomes. These differential genes were further analyzed. 

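In the exosomes, 246 probes were higher and 289 lower in A549/DDP than in A549 by more than 1.5-fold, so that 46.0% of the probes past the threshold were higher. The authors' deposited table gave 346 and 307 by the same threshold, the numbers the paper reports. Of the 493 probes well above background on both arrays, 155 were higher and 129 lower. Another 160 lower and 10 higher probes were well above background in A549 exosomes only, and 37 higher probes in A549/DDP exosomes only. A further 44 higher probes were above background on neither array. The split between higher and lower depended on the scaling. Without normalization 19 probes were higher and 1232 lower, which makes 1.52% higher. The 75th percentile of all probes gave 52 higher and 638 lower, or 7.54% higher. The 75th percentile of the probes well above background on both arrays gave 4457 higher and 86 lower, or 98.1%. That last factor was set on bright probes and also raised the ratios of the 3674 probes well above background on neither array. Its split is therefore not one of detected miRNAs. The spike-in scalings, chosen after seeing the data, gave 12.4% higher with the labelling controls and 3.92% with the hybridization controls.

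**Figure D1:**
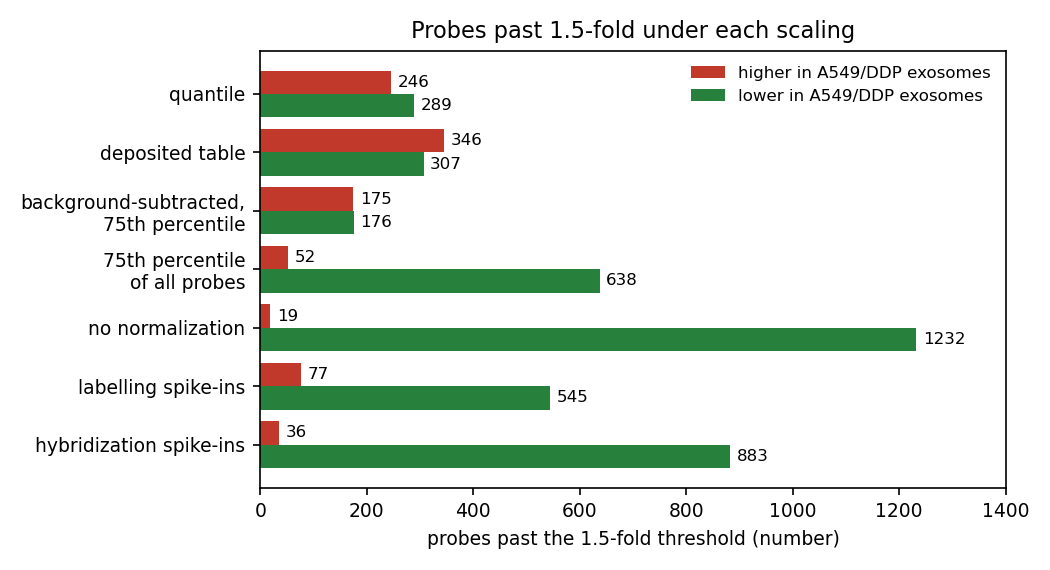
Number of probes past the 1.5-fold threshold, higher (red) and lower (green) in A549/DDP exosomes, under several scalings of the same pair of arrays. The bars are nearly even with quantile normalization (246 and 289) and in the deposited table. They are also nearly even with background-subtracted signal scaled to the 75th percentile of the probes well above background on both arrays (175 and 176). Without normalization they are far apart (19 and 1232). Median intensity scaled to the 75th percentile of the probes well above background on both arrays is not drawn.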

Figure 2E and 2F were the cluster analysis figures. Each row represented one gene probe. The red and green levels indicated the up-regulated/down-regulated amplitude of probe signal. 167 differentially expressed gene probes in cells and 269 differentially expressed gene probes in exosomes, whose difference ratio between maximum and minimum was more than 100 times, were included in the analysis.

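Of the 535 exosome probes past the fold threshold, 0 differed by more than 100-fold between the arrays, and the largest ratio was 22.6-fold. Read instead as a difference of more than 100 intensity units between the arrays, the criterion left 265 probes. In the authors' deposited table, 653 probes passed the fold threshold and 269 of them differed by more than 100 units. This last combination was chosen after seeing the data.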

**Figure 2:**
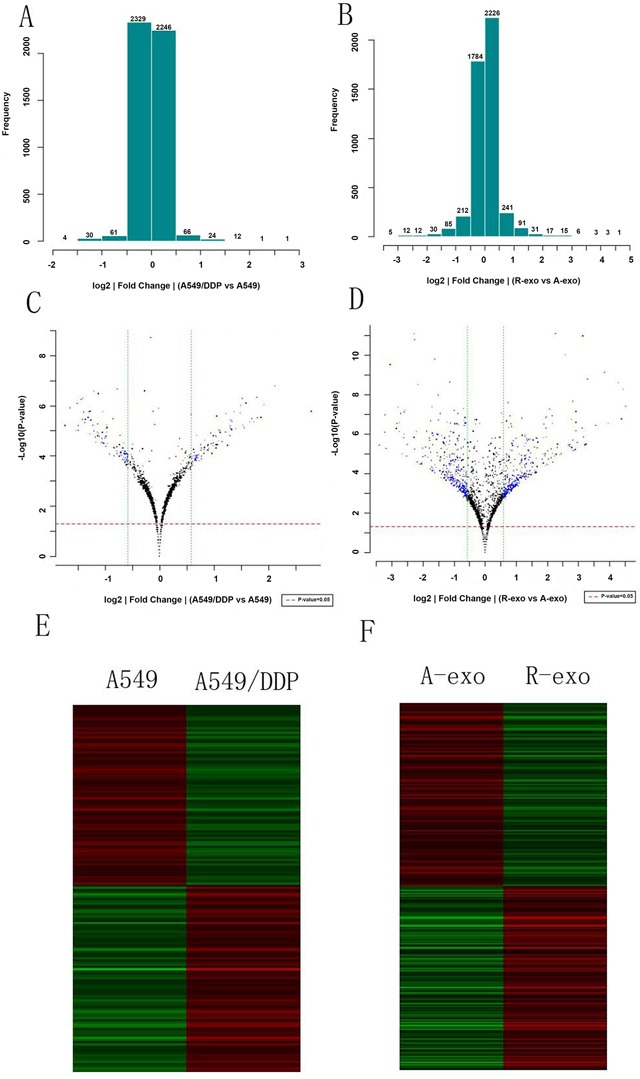
MiRNA expressions profiles of A549, A549/DDP and their exosomes **A**. and **B**. Fold difference histograms. They showed the differential distribution of signals in all detected gene probes of the two cell lines and exosomes. **C**. and **D**. The volcano plots. They showed the distribution of differential gene probes in comparison. **E**. and **F**. Cluster analysis figures. Each row represented one gene probe. The red and green levels indicated the up-regulated/down-regulated amplitude of probe signal. (A-exo represents exosomes of A549, R-exo represents exosomes of A549/DDP).

### The intersection of miRNA expression profiles between cells and exosomes

Intersection of miRNAs which is significantly downregulated both in A549/DDP cells compared with A549 cells and in A549/DDP exosomes contrast to A549 exosomes was analyzed. Intersection of significantly upregulated miRNAs was examined as well. 11 up-regulated genes and 31 down-regulated genes were obtained. In all 898 miRNAs which were found in A549 cells and their exosomes, we found that 237 (26.4%) miRNAs were expressed in both cells and exosomes. Similarly, in all 535 miRNAs analyzed in A549/DDP cells and their exosomes, 181 (33.8%) miRNAs were detected both in A549/DDP cells and the exosomes. Linear regression analysis (Figure 3A and 3B) showed that there was significant correlation of miRNA expression profiles between A549 cells and their exosomes, the same phenomenon was found between A549/DDP cells and their exosomes. MiR-197-5p, miR-4443, miR-642a-3p, miR-27b-3p, miR-100-5p, miR-3676-5p, miR-125b-5p, miR-29a-3p, let-7i-5p and miR-3195 were the top ten differentially expressed miRNAs. 

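All 10 of these miRNAs were well above background on both exosome arrays and past the 1.5-fold threshold, 5 higher and 5 lower in A549/DDP exosomes. Among the 267 miRNAs whose brightest probe was well above background on both arrays, 157 were past the threshold, 83 higher and 74 lower. Ordered by the size of the exosome log2 ratio alone, the 10 miRNAs took places from 2 to 134, with 2 of them among the first 10 and 4 among the first 50. The study chose its list on these arrays together with those of the cells. Without normalization, 6 of the 10 kept their direction.

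**Figure D2:**
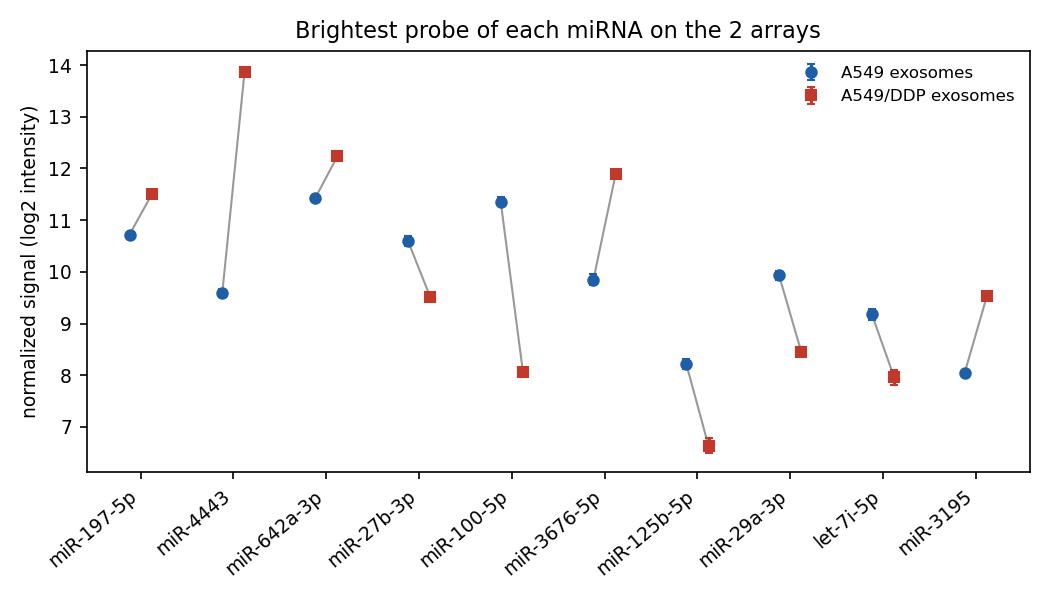
Quantile-normalized log2 intensity of the brightest probe of each miRNA in A549 exosomes (circles) and A549/DDP exosomes (squares), 1 array each, with bars for the SD over spots. With this normalization 5 rise and 5 fall, but without normalization or with the hybridization spike-ins miR-197-5p, miR-642a-3p, miR-3676-5p and miR-3195 fall too, as all of these but miR-3676-5p do with the 75th percentile of all probes.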

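The brightest probe of miR-4443 read 9.60 ± 0.065 (SD over 15 spots) in A549 exosomes and 13.88 ± 0.031 (SD over 15 spots) in A549/DDP exosomes on the log2 scale. The log2 ratio was 4.28, or 19.4-fold higher. Its other probe gave 4.50. Of the 267 ranked miRNAs, miR-1273g-3p was highest at 4.30, followed by miR-4443 and by miR-4252 at 4.25, and these 3 ratios differed by less than the spot SDs of 0.072 for miR-4443, 0.087 for miR-1273g-3p and 0.15 for miR-4252. Over 17 alternatives the place of miR-4443 from the highest ranged from 1 to 4, and it was 1 in 4 of them. MiR-4252 was highest in 9 of them, above miR-4443 by more than the spot SDs each time, for example at 2.19 without normalization and at 4.20 with control spots included. Over all alternatives the ratio of miR-4443 stayed above 0, between 1.67 and 4.53, and it was 1.68 without normalization.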

MiR-4443 was the most significant up-regulated miRNA in A549/DDP exosomes. 

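The brightest probe of miR-100-5p read 11.36 ± 0.093 (SD over 15 spots) in A549 exosomes and 8.06 ± 0.10 (SD over 14 spots) in A549/DDP exosomes, a log2 ratio of -3.30, or 9.85-fold lower. Its other probe was well above background in A549 exosomes only, at least 4.59-fold higher there, where the bound is taken against the dimmest probe well above background on the other array. The log2 ratio of miR-100-5p was the lowest of the ranked miRNAs, followed by miR-320e at -2.93 and miR-21-5p at -2.90. It kept the lowest place in 16 of 17 alternatives, and by the mean of all probes miR-320e was lower, at -3.03 against -2.89. The alternatives gave miR-100-5p values from -6.46 upward, all below 0. In the gene table of GRCh38.p14, MIR100 lies within MIR100HG, as does MIR125B1.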

MiR-100-5p was the most remarkable down-regulated miRNA in A549/DDP exosomes.

**Figure 3:**
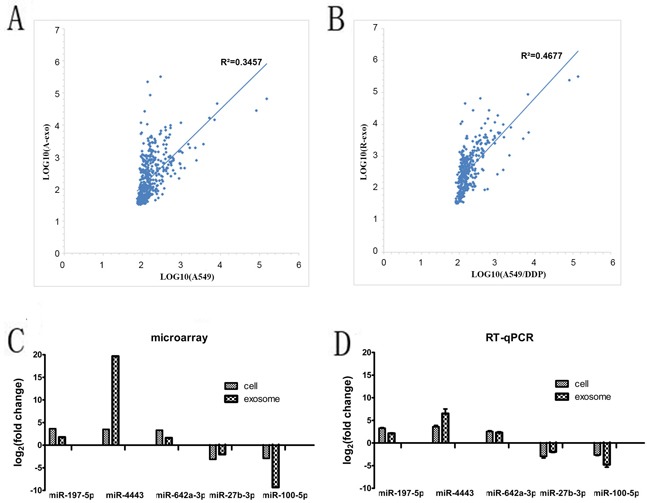
The intersections of miRNAs in the cells and exosomes **A**. and **B**. Linear regression analysis showed that there was significant correlation of miRNA expression profiles between A549 cells and their exosomes, the same situation was found between A549/DDP cells and their exosomes. **C**. and **D**. The expression levels of the most 5 differentially expressed miRNAs in the cells and exosome by microarray and qRT-PCR. (A-exo represents exosomes of A549, R-exo represents exosomes of A549/DDP).

### QRT-PCR validation of microarray results

To validate the results of the microarray, we further chose the 5 most differentially expressed miRNAs(miR-197-5p, miR-4443, miR-642a-3p, miR-27b-3p and miR-100-5p) in the cells and exosome for qRT-PCR. Primer sequences are shown in Table 1. The results of qRT-PCR showed that the 5 miRNAs were differentially expressed with the same trend and reached statistical significance (P < 0.05) (Figure 3C and 3D), which indicated that the results of qRT-PCR were consistent with those of microarray.

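The exosome arrays gave miR-197-5p a log2 ratio of 0.78 (spot SD 0.038), from 10.72 in A549 exosomes to 11.50 in A549/DDP exosomes. For miR-642a-3p the ratio was 0.81 (spot SD 0.058), from 11.42 to 12.24. Both changed direction without normalization, to -1.44 for miR-197-5p and -1.48 for miR-642a-3p, with the 75th percentile of all probes, to -0.86 and -0.90, and with the hybridization spike-ins, to -1.51 and -1.55. With the labelling spike-ins, chosen after seeing the data as the hybridization ones were, they were 0.052 and 0.020, both within the 1.5-fold threshold and the second within its spot SD. The remaining alternatives kept both above 0. The highest values were 1.35 for miR-197-5p and 1.32 for miR-642a-3p, with background-subtracted signal scaled to the 75th percentile. MiR-27b-3p fell from 10.60 to 9.52, a ratio of -1.08 (spot SD 0.12), and stayed below 0 over the alternatives, down to -3.91. The qRT-PCR measurements were not analysed here.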

**Table 1:** Primers used for RT-qPCR

miRNA	Forward primer(5′-3′)	Reverse primer(3′-5′)
miR-197-5p	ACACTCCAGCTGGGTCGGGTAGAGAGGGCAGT	TGGTGTCGTGGAGTCG
miR-4443	ACACTCCAGCTGGGTTTGGAGGCGTG	TGGTGTCGTGGAGTCG
miR-642a-3p	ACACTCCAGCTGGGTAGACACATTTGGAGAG	TGGTGTCGTGGAGTCG
miR-27b-3p	ACACTCCAGCTGGGTTTCACAGTGGCTAAG	TGGTGTCGTGGAGTCG
miR-100-5p	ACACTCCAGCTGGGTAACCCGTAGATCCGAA	TGGTGTCGTGGAGTCG

### Prediction of target gene and pathway analysis

The target gene prediction and enrichment analysis of 11 up-regulated miRNAs as well as 31 down-regulated miRNAs were performed. The target genes of the selected dysregulated miRNAs were predicted using TargetScan [23] (Release 7.0, http://www.targetscan.org) and miRDB [24] (Version 5.0, http://www.mirdb.org). Considering that these procedures had a certain false positive rate, only the genes predicted by two procedures could be considered as the target gene of miRNA. We found that 25,779 target genes were detected of these miRNAs (the target genes were failed to be predicted by miRNA-3676-5p and miRNA-210). One miRNA might regulate hundreds of target genes. The same gene might also be regulated by multiple miRNAs.

Then, we employed a Gene Ontology (GO) approach using Database for Annotation, Visualization and Integrated Discovery [25] (DAVID, Version 6.7, http://david.abcc.ncifcrf.gov), an unbiased prediction program. Among the top 20 significant terms belonging to biological process (Figure 4A), the most GO category was related to organelle. Other GO categories such as ion binding, cellular nitrogen compound metabolic process, and biosynthetic process were also enriched. To characterize the predominant pathways, we next assigned putative targets into Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis. KEGG pathway enrichment analysis was performed to compare the specific miRNAs targets with the whole reference gene background. The count number larger than 2 and P-value less than 0.05 were chosen as cut-off criterion. The top 20 signal pathways were shown in Figure 4B. Among the 20 pathways, PI3K-Akt signaling pathway, Wnt signaling pathway and mTOR signaling pathway have been confirmed to be correlated with multidrug resistance, since treatment failure of lung cancer is partly related to these pathways [26–28]. Our data indicated that these differentially expressed miRNA may be involved in the drug resistance of lung cancer cells.

**Figure 4:**
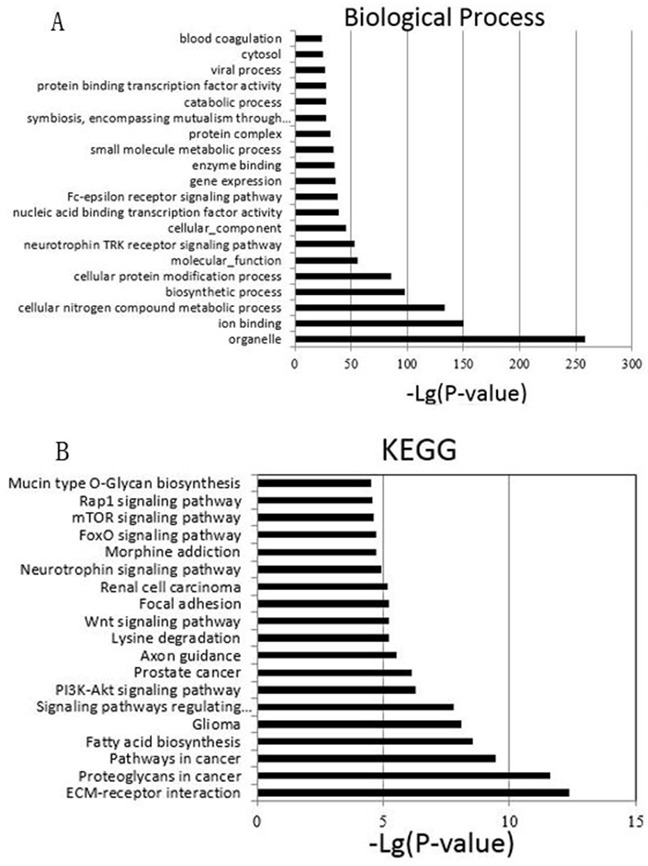
**A**. The top 20 GO terms of predicted targets belong to the differentially expressed miRNAs. **B**. Pathway analysis of differential expression genes by KEGG database. The top 20 are listed in the graph.

### Prediction of association of these miRNAs with diseases

Identifying the relationship between miRNAs and diseases not only contributes to a better understanding of their potential in clinical, for example new approaches by miRNA delivery may be developed to treat cancer patients. It can also help to understand the genetic network mechanisms [29–31]. The prediction of the association between the top ten differentially expressed miRNAs with diseases were performed using MicroRNA-Disease Association Prediction(MDAP) (http://server.malab.cn/MDAP/). Results show that most of these miRNAs (miR-197-5p, miR-27b-3p, miR-100-5p, miR-125b-5p, miR-29a-3p and let-7i-5p) were correlated with lung cancer, whereas miR-642a-3p has no correlation with lung cancer. There are some miRNA not getting the forecast results, such as miR-4443, miR-3676 and miR-3195. Figure 5 is the miRNA-disease network. 

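For the other 5 miRNAs of the network, the exosome arrays gave log2 ratios of 2.05 (spot SD 0.11) for miR-3676-5p, 1.48 (spot SD 0.063) for miR-3195, -1.59 (spot SD 0.17) for miR-125b-5p, -1.48 (spot SD 0.12) for miR-29a-3p and -1.22 (spot SD 0.18) for let-7i-5p. The last 3 were below 0 under every alternative, with values nearest 0 of -0.70 for miR-125b-5p, -1.18 for miR-29a-3p and -0.98 for let-7i-5p. MiR-3676-5p turned to -0.22 and miR-3195 to -1.08 without normalization, and with the hybridization spike-ins to -0.29 and -1.24. MiR-3195 also turned to -0.50 with the 75th percentile of all probes. The highest values over the alternatives were 2.58 for miR-3676-5p and 1.68 for miR-3195. The second probe of miR-125b-5p was well above background in A549 exosomes only. Members of the let-7 family differ by few bases, and cross-hybridization between their probes was not measured.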

The red labeled miRNA was up-regulated and the green marker was down-regulated. Our data suggested that most of these miRNAs may participate in tumorigenesis and development of lung cancer. However, these are only preliminary prediction results. Further experimental studies are needed to investigate whether a miRNA can be applied in clinical.

**Figure 5:**
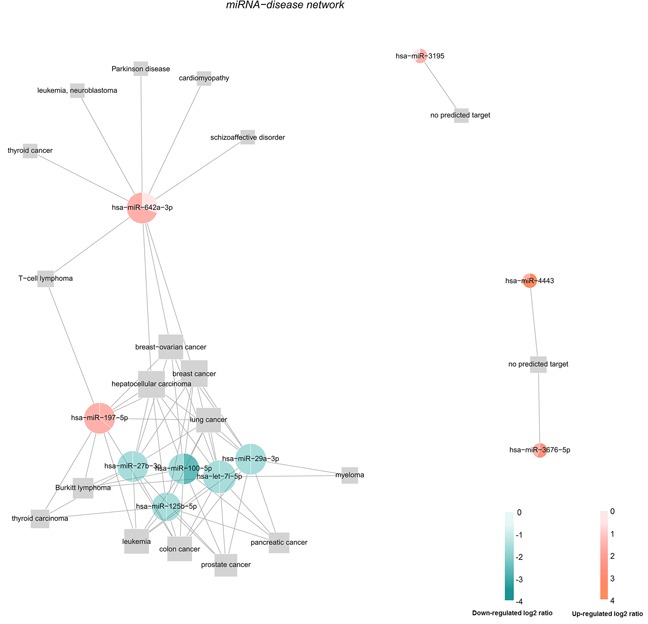
The miRNA-disease network The prediction of the association between the top ten differentially expressed miRNAs with diseases were performed using MDAP.

## DISCUSSION

In the present study, we analyzed the miRNA expression profiles of lung cancer cells and exosomes resistant to DDP compared with the parental ones by microarray. 

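In exosomes of A549, 557 of the 2006 miRNAs (27.8%) had at least 1 probe well above background, and in exosomes of A549/DDP 285 (14.2%). Of these, 268 were found on both arrays, 289 in A549 exosomes only and 17 in A549/DDP exosomes only. The detection flag of the extraction software gave 663 and 361 miRNAs, and a flag on all spots of a probe gave 512 and 248. The brightest signals in A549 exosomes came from miR-1246, miR-1290, miR-1268a, miR-4454 and miR-21-5p. In A549/DDP exosomes they came from miR-4454, miR-5100, miR-1246, miR-1290 and miR-1268a. Signal also depends on the probe, so the order is one of intensity and not of molecules. Detection follows signal, and the array of A549/DDP exosomes was the dimmer.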

Our results showed that miRNAs were contained in exosomes, and they may be involved in the drug resistance of lung cancer cells to DDP.

DDP is one of the most basic drugs for the treatment of lung cancer. Drug resistance play an important role in the treatment failure of lung cancer patients. Many clinical trials concerning the prediction of DDP efficacy have failed and there is no suitable biomarker yet [29–32]. Why these biomarkers were not suitable in clinical was potentially because they can't reflect the patient's situation dynamically and overall. Therefore a dynamic biomarker to predict patients’ response to DDP is needed and exosome is an ideal choice.

Exosomes are nanometer-sized membranous vesicles involved in cell-to-cell communication. Existing evidences show that tumor-derived exosomes are involved in cancer development, metastasis, drug resistance, and immunity, and they can be used as biomarkers for diagnosis and prognosis [3, 33]. The stable presence of miRNAs in body fluids is partly because they are packed into microvesicles or exosomes [13]. Many studies showed that miRNAs in exosomes can affect the sensitivity of tumor cells to drugs. For example, Keith et al. [34] discovered in triple-negative breast cancer that delivery via miR-134-enriched exosomes can reduce cellular migration and invasion, and enhance sensitivity to anti-Hsp90 drugs. However, there were few studies concerning the mechanism of exosomal miRNA on DDP resistance to lung cancer cells. It can speculated from our research in 2014 [22] that exosomes were involved in the sensitivity regulation of lung cancer cells to DDP. However, which miRNA has altered and what kind of changes have occurred remains unclear. In order to further study whether A549/DDP drug resistant cells could transmit drug resistance to the sensitive cells by exosomal miRNA, A549/DDP drug resistant cells were established, the exosomes were successfully extracted, and the differentially expressed miRNAs in the cells and exosomes were analyzed by microarray.

We examined the intersection of miRNAs between the cells and the exosomes. By companion, it has been found that a certain proportion of miRNAs were co-expressed in the cells and exosomes. Some of the expression of miRNAs in the exosomes were higher than in the cells, and some were lower. So we assumed that some miRNAs in exosomes were shared with their original cells, they may be involved in the alternation of DDP resistance in lung cancer cells, which was consistent with the results of other scholars in other cancers [35–38]. Target gene prediction and GO and KEGG enrichment analysis of these miRNAs showed many miRNAs had specific target genes in PI3K-Akt, Wnt and mTOR signal pathways. These signal pathways were confirmed to be involved in drug resistance and treatment failure. It was found from the prediction of the association between miRNA and disease that most of our differentially expressed miRNAs have potential associations with lung cancer, which are vital for the further investigation. We also compared the differentially expressed miRNAs with other scholars’ researches, their results supported that some of these miRNAs were involved in regulating the sensitivity of cancer cells to chemotherapy [39, 40]. However, further studies are still needed to investigate how these exosomal miRNA play in the process of DDP resistance of lung cancer.

In conclusion, we identified some dysregulated miRNAs in the intersection of genes between the cells and the exosomes of A549 and A549/DDP. MiRNAs in exosomes may be participate in DDP resistance in lung cancer cells. Our research has laid a good foundation for future research concerning the relationship between exosomal miRNA and DDP resistance in lung cancer. Whether the drug resistance can be reversed through these exosomal miRNA and whether the targeted drug delivery can be achieved through drug carrier will also be explored. We believe that the intervention of exosomal miRNA may provide a new strategy for the diagnosis and treatment of lung cancer patients in future.

## MATERIALS AND METHODS

### Cell culture

Human lung adenocarcinoma cell A549 was purchased from Cell Bank of Chinese Academy of Sciences (Shanghai, China). A549/DDP cell line was established from A549 in our laboratory, by exposing A549 to gradually increasing concentrations of DDP, and the final DDP concentration is 1 μg/ml. All cells were grown in RPMI-1640 medium (Nanjing Kaiji Biology, China) containing 10% fetal bovine serum (FBS) (Gibco, USA). Cells were incubated at 37°C and 5% CO_2_ in a humidified atmosphere. In order to avoid the influence of drug to the cells, they were cultured in drug-free medium for at least 2 weeks before subsequent experiments. Parental A549 cells were cultured as a control synchronously, unexposed to DDP.

### Cell counting kit-8 assay (CCK-8)

The IC50 of A549 and A549/DDP was measured by Cell Counting Kit-8 assay. Briefly, the cells were seeded into 96-well plates at a density of 5×10^3^ cells/well and exposed to different concentrations of DDP for 48 h. 10 μL of freshly prepared CCK-8 solutions(Dojindo, Japan) were added into each well and the optical density (OD) was measured at 450 nm using a scanning multi-well spectrophotometer (Bio-Rad Model 550, USA). Each combination of drug concentration was set up in three wells and repeated at least three times.

### Isolation of exosome

In order to avoid the impact of exosomes, the following experiments use exosome-depleted FBS. FBS was depleted of exosomes by ultracentrifugation at 10^6^ g at 4°C for 16 h (Beckman Coulter Avanti J-30I, USA). After being incubated for 48-72 h, the culture medium was harvested and isolated by ultracentrifugation. Briefly, cell culture media was sequentially centrifuged at 300 g for10 min, 2,000 g for 15 min, and 12,000 g for 30 min to remove floating cells and cellular debris. The supernatant was further ultracentrifuged at 100,000 g for 2 h at 4°C, washed with phosphate-buffered saline (PBS), and submitted to a second ultracentrifugation at 100,000 g for 2 h at 4°C. The final exosome pellets were used immediately. Exosomal protein concentration was quantified by BCA protein assay kit (Beyotime Biotechnology, China).

### Transmission electron microscope (TEM)

For electron microscope observation, the exosomes were precipitated and fixed in 2.5% glutaraldehyde at 4°C immediately. After fixation, the specimens were processed through dehydration in gradient alcohol, infiltration in epoxy resin and embedded. The ultrathin sections were stained with uranyl acetate and lead citrate and observed under TEM (JEOL JEM-1010, Japan).

### Western blot

The cells and exosomes were lysed in RIPA buffer (Beyotime Biotechnology, China). The protein samples were separated by SDS-PAGE and transferred to a polyvinylidene fluoride membrane. Rabbit polyclonal CD63 antibody (SBI, USA) was used at a dilution of 1:1000 and the secondary antibody(SBI, USA) at 1:20,000 dilution. β-actin antibody (Cell Signaling Technology, USA) was used at 1:1000 dilution. The bound antibodies were detected using ECL Western Blotting Detection system.

### RNA exaction from exosomes and cells for microarray analysis

Total RNA Purification Kit (Norgen, CA) was used to extract exosomal RNA according to the manufacturer's protocols. Total RNA of cells was extracted using Trizol Reagent (Invitrogen, USA). The quantity and quality of RNA was assessed by NanoDrop® ND-2000 (Thermo Scientific) and Agilent 2100 Bioanalyzer (Agilent Technologies). The Human microRNA Microarray Kit (Agilent Technologies) was used for labeling and hybridization according to the manufacturer's protocol. In brief, 100 ng total RNA was labeled with Cyanine3 (Cy3), re-suspended in hybridization buffer and hybridized to the array platform overnight (20 h) at 55°C in a rotating Agilent hybridization oven using Agilent's recommended hybridization chamber. Subsequently, the microarrays were washed with the Agilent Gene Expression Wash Buffer 1 for 5 min at room temperature. A second washing step was performed with Agilent Gene Expression Wash Buffer 2 warmed to 37°C for 5min. Fluorescence signals after hybridization were detected with a DNA microarray scanner G2505C (Agilent Technologies) using one color scan setting for 8 × 60 K array slides (Scan Area 61 × 21.6 mm, Scan resolution 5 μm, Dye channel is set to Green and Green PMT is set to 100%).

### MiRNA data analysis of A549, A549/DDP cells and their exosomes

The microarray experiment was performed by BGI company (Beijing, China). In order to obtain background subtracted and outlier rejected signal intensities, the scanned microarray images were analyzed and processed with the Agilent feature extraction software (v10.10.1.1) using default parameters (Grid: 046064_D_20121223). The resulting raw Signal intensities (gMedianSignal) were exported to R software and normalized by Quantile normalization method. 

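Before normalization, the 493 probes well above background on both exosome arrays had a median log2 ratio of -2.12 and after it 0.080. The arrays carry spike-in controls of 2 kinds. The 4 probes of the labelling controls were lower on the array of A549/DDP exosomes, with log2 ratios from -1.64 to -1.39 and a mean of -1.52. The 4 probes of the hybridization controls ranged from 0.025 to 0.064 with a mean of 0.045. Quantile normalization gives both arrays the same distribution of intensity and uses neither kind of control.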

The pairwise expression fold change and P value were calculated via Student's paired t-test after merging the spots with same Agilent probe ID. 

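The spots of a probe repeat the measurement on an array and are not repeats of a condition, so this comparison bears on the 2 exosome arrays and not on the conditions. The methods name a paired t-test and do not name its pairs. Paired here over the spots of a probe, the methods' t-test passed the methods' P threshold for 2347 of 4774 probes (49.2%), and 2001 (41.9%) after Benjamini-Hochberg adjustment. All 246 higher and 289 lower probes past the fold threshold also passed it, before and after adjustment. The median SD of a ratio over spots was 0.17, and 0.12 among probes well above background on both arrays.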

Differentially expressed miRNAs were filtered to exclude those less than 1.5-fold changes compared with A549 or exosomes of A549. The microarray data have been submitted to the Gene Expression Omnibus and the data could be obtained by the accession number, GSE85603 and GSE85604.

### Real-time quantitative RT-PCR

Total RNA of cells was extracted using Trizol Reagent (Invitrogen, USA). The Total Exosome RNA and Protein Isolation Kit (Invitrogen, USA) was used to extract exosomal RNA according to the manufacturer's protocols. The expression levels of miRNAs were amplified using SYBR green technique. U6 snRNA was used as endogenous control to normalize miRNA expression in cells, and cel-miR-39 was used to normalize miRNA expression in exosomes between the samples. The primers of the selected miRNAs were synthesized by RiboBio company (Guangzhou, China). Relative miRNA expression was calculated by 2^−ΔΔCt^ method. PCR products were analyzed by agarose gel electrophoresis. All the samples were repeated three times for each miRNA.

### Statistical methods

All the result data were representative of at least three experiments independently and shown as mean ± standard deviation (SD). Statistical analysis was conducted using Student's t-test and one-way ANOVA, and P < 0.05 was considered statistically significant. All of the statistical analyses were performed using SPSS 22.0 software.

How the deposited data were processed for this re-analysis (not part of the article)

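Exosomes of A549 and of A549/DDP were each measured on 1 human miRNA array. Samples were assigned from the sample labels and the methods of the paper, which give the same assignment. The authors deposited the scanner output of each array, in which the intensity of every spot is given as a median over pixels and after background subtraction by the extraction software, without scaling between arrays. The authors also deposited a table of quantile-normalized intensity with 1 value per probe, set against the scanner values here and used as an alternative. The cell arrays were not analysed here, so overlaps between cells and exosomes, regressions between them, target predictions and qRT-PCR have no values of this kind.

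From the scanner files, the median pixel intensity of the 60180 non-control spots was quantile normalized over both arrays. Spots with a population or uniformity outlier flag were left out afterwards, and log2 values were averaged per probe, steps that the methods do not give in full. The fold threshold was 1.5 (0.585 on the log2 scale). A probe well above background on 1 array only was given a lower bound of its fold, the bright value against the higher of the dim value and the lowest value among probes well above background on that array, 5.59 for A549 exosomes and 6.42 for A549/DDP exosomes on the log2 scale. No bound was given for a miRNA below background on both arrays, while the counts of probes past the threshold cover all probes, 44 of those higher being above background on neither array. The spread of a median is its SD over 1000 draws in which each log2 ratio varied by its spot SD, and it covers the measurement on an array only.

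With 1 array per condition no test across replicates was possible, and slide and condition cannot be told apart. The number of arrays limits the precision. Named miRNAs followed a rule fixed before the data were examined: the 10 of the paper, the 5 highest and the 5 lowest log2 ratios among miRNAs well above background on both arrays with probes of the same sign, the 5 brightest miRNAs of each array, the members of the lists below, and the 3 highest bounds in each direction. The lists were the let-7, miR-29, miR-30 and miR-200 families, the miR-17-92 and miR-106b-25 clusters, the group of miR-100, miR-125b and miR-99a with their relatives, the miR-23, miR-27 and miR-24 group, the miR-221 and miR-222 pair, a serum and blood list and a structural RNA fragment list. The median of a list was placed among those of 10000 random lists matched on signal. The alternatives covered normalization, background, signal column, merging and filtering of spots, the fold threshold, the value of a miRNA, and the methods' t-test, paired here over the spots of a probe because the methods do not name its pairs. After seeing the data, medians with miRNAs well above background on 1 array only at their bound were added, as were scaling to the spike-in controls and normexp on the median intensity, since the planned normexp needed a mean intensity column, which was not used here.

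Of the 2006 miRNA names, 1967 (98.1%) matched a gene of the GRCh38.p14 table. The array was annotated on another build, so no coordinates are given. A check of GC content was void, since a sequence was at hand for 0 miRNAs and 80% were needed.

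The calculation was tested on simulated data, a copy of the A549 exosome array dimmed and set against the original with 200 of 4774 probes changed. Of these, 199 (99.5%) were recovered in the right direction, and 1 of 4574 unchanged probes passed the fold threshold. In the same simulation the methods' t-test passed its P threshold for 10.1% of the unchanged probes, more than its nominal rate. The copy held the same spots reordered within each probe and dimmed by the same factor everywhere, background included. It had no array noise of its own. On the real arrays without normalization, the median log2 ratio was -0.37 for all probes and -2.12 for those well above background on both. The rates of the simulation therefore do not carry over to the real arrays. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.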

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

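The tests of explanations in this part were all chosen only after the results were seen, and the serum and blood list itself was fixed beforehand. The paper does not report on the spike-in controls, on miR-4454 or on the serum and blood list, and each gave a signal.

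The labelling spike-in controls were lower on the array of A549/DDP exosomes, with a mean log2 ratio of -1.52, while the hybridization controls stood at 0.045. The value of the hybridization controls argues against hybridization or scanning as the source of the lower signal of that array. Weaker labelling predicted lower labelling controls, which were found, so it stays open for part of the lower signal. In background-subtracted signal, the 493 probes well above background on both arrays had a median log2 ratio of -2.63. Of these, 374 lay below the labelling controls and 119 above them. Labelling alone, at the size these controls show, is thus argued against as the whole cause for most of the 493. Another count, 36 probes that rose by more than their spot SD, does not show why the others fell. The amount of miRNA in the exosomes of the lines, which the design names, stays open and was not tested. With 1 array on 1 slide per condition, a difference of slide cannot be told apart from it.

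MiR-4454 took 70.5% of the summed miRNA signal on the array of A549/DDP exosomes and 9.20% on that of A549 exosomes. The summed signal had a log2 ratio of -0.64 with miR-4454 and -2.26 without it. A candidate explanation for the fall of the others is that miR-4454 took up the label. A fixed amount of label would leave the sum level, but the amount of label was not measured, so competition for label cannot be told apart from a change of the exosome content. The log2 ratio of miR-4454 was 2.20, and it stayed above 0 over the alternatives, from 2.05 to 4.92. It is a share of intensity, which depends on the probe, and not of molecules.

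Of the 7 miRNAs of the serum and blood list, 6 were well above background on the A549 exosome array and 1, miR-451a, on that of A549/DDP exosomes. Detection follows signal, and the array of A549/DDP exosomes was the dimmer, with 11.1% of probes well above background against 22.3%. Weak members could thus be missed there. Normalized log2 values in A549 exosomes were 11.94 for miR-451a, 7.94 for miR-144-3p, 7.62 for miR-223-3p, 7.22 for miR-142-3p, 6.18 for miR-486-5p and 5.82 for miR-150-5p. For miR-150-5p only the brightest probe was well above background on the A549 exosome array, near the lowest value of such probes, 5.59. MiR-122-5p was not well above background on either array. Carry-over from fetal bovine serum is a candidate explanation for these 6, and the medium contained such serum, which the methods describe as depleted of exosomes. No array of the medium was analysed here, so carry-over cannot be told apart from miRNAs made by the cells.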

How the results depend on the processing

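The normexp and spike-in settings, the medians at bounds, and the 100-unit criterion in the deposited table, were chosen after seeing the data, and the other alternatives were planned. Where a value moved, the cause was not tested unless stated. No paired analysis was possible because each condition had a single array, so that the results come from no test across replicates. Mean pixel intensity and normexp on it were not run, and neither was the GC check.

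With control spots included, a median over spots, probes merged before normalization, flagged spots kept, either part of the spots, the deposited table or normexp, the counts of higher and lower probes stayed within 1.5 times 246 and 289, and none of the named miRNAs past the threshold changed direction. Restricting the counts to probes well above background on at least 1 array gave 202 and 289. The t-test of the methods left both counts unchanged. Both numbers of detected miRNAs stayed within 1.5 times the main ones.

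Higher and lower probes numbered 19 and 1232 without normalization, 52 and 638 with the 75th percentile of all probes, 4457 and 86 with that of the probes well above background on both arrays, where the factor for bright probes also moved those at background, 1243 and 1153 with local background subtracted, 77 and 545 with the labelling controls, 36 and 883 with the hybridization controls, 155 and 129 among probes well above background on both arrays, and 143 and 138 past 2-fold. Background-subtracted signal scaled to the 75th percentile, taken over the probes well above background on both arrays, gave 176 lower probes. The median of all probes, 0.025 with a spread of 0.0036, was -0.37, 0.21 and 2.25 under the first 3 of these. It was 0.040 with local background subtracted, 0.0092 with a median over spots, 0.0054 with probes merged first, 0.045 and -0.0046 with the first and second part of the spots, 0.039 in the deposited table, 0.017 with normexp and 0 where most probes lay at a floor, with background-subtracted signal scaled to the 75th percentile and with both kinds of spike-in. The cluster criterion gave 265 probes as a difference of 100 units and 269 in the deposited table, against 0 as a 100-fold ratio.

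MiR-4443 kept its direction, with log2 ratios of 1.68 without normalization, 2.26 with the 75th percentile of all probes, 4.53 with background-subtracted signal scaled to the 75th percentile, 3.56 with control spots included, 3.23 with the labelling controls, 1.67 with the hybridization controls and 4.39 by the mean of all probes. MiR-100-5p kept its direction too, with -5.67 without normalization, -5.09 with the 75th percentile of all probes, -3.06 with that of the probes well above background on both arrays, -3.59 with background-subtracted signal scaled to the 75th percentile, -3.53 with local background subtracted, -4.89 with the labelling controls, -6.46 with the hybridization controls, -2.89 by the mean of all probes and -3.57 by the total signal of the miRNA. Of the 10 miRNAs of the paper, 6 kept the direction of Fig. 5 without normalization and 6 with the hybridization controls. Those that changed were lower, not higher. Without normalization they were -1.44 for miR-197-5p, -1.48 for miR-642a-3p, -0.22 for miR-3676-5p and -1.08 for miR-3195. With the 75th percentile of all probes they were -0.86 for miR-197-5p, -0.90 for miR-642a-3p and -0.50 for miR-3195. With the hybridization controls they were -1.51 for miR-197-5p, -1.55 for miR-642a-3p, -0.29 for miR-3676-5p and -1.24 for miR-3195. With the 75th percentile of the probes well above background on both arrays, log2 ratios that had been lower by more than 1.5-fold became 0.26 for miR-1246, 0.26 for miR-1290 and 0.15 for miR-29b-3p. The values there of 0.15 for let-7c, 0.39 for let-7e-5p, 0.33 for miR-99a-5p, 0.15 for miR-29c-3p, 0.58 for miR-222-3p, 0.38 for miR-30e-5p and 0.094 for miR-142-3p give no direction, since these miRNAs were not well above background in A549/DDP exosomes and the scaling factor applied to background. With background-subtracted signal scaled to the 75th percentile miR-1246 became 0.46 and miR-1290 0.47, while with local background subtracted before quantile normalization neither changed direction. Apart from miR-4443 and miR-100-5p, 44 named miRNAs were well above background on both arrays, including those of them listed above. Some of the 44 that were within the 1.5-fold threshold changed sign as well. There were 2 with the 75th percentile of the probes well above background on both arrays, to 0.61 and 0.93. There was 1 each without normalization, with the 75th percentile of all probes, with the labelling controls and with the hybridization controls, and 0 under the remaining alternatives. Of the 44, 38 moved by more than the spot SD without normalization, apart from those past the threshold that changed direction, 42 with the labelling controls and 5 with normexp.

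Medians of the lists include members not well above background in A549/DDP exosomes, whose values are not ratios of their own. They were, without normalization, -2.69 for the let-7 family, -3.14 for miR-17-92, -3.03 for miR-106b-25, -2.28 for the miR-100 and miR-125b group, -3.63 for the miR-23, miR-27 and miR-24 group, -2.47 for the miR-29 family, -2.55 for the miR-221 and miR-222 pair, -2.24 for the miR-30 family, -2.72 for the serum and blood list and -0.95 for the structural RNA fragment list. With the 75th percentile of all probes they were -2.11 for the let-7 family, -2.56 for miR-17-92, -2.45 for miR-106b-25, -1.70 for the miR-100 and miR-125b group, -3.05 for the miR-23, miR-27 and miR-24 group, -1.89 for the miR-29 family, -1.97 for the miR-221 and miR-222 pair, -1.66 for the miR-30 family, -2.14 for the serum and blood list and -0.37 for the structural RNA fragment list. With that of the probes well above background on both arrays they were -0.073 for the let-7 family, -0.53 for miR-17-92, -0.42 for miR-106b-25, 0.33 for the miR-100 and miR-125b group, -1.02 for the miR-23, miR-27 and miR-24 group, 0.15 for the miR-29 family, 0.064 for the miR-221 and miR-222 pair, 0.38 for the miR-30 family, -0.10 for the serum and blood list and 1.66 for the structural RNA fragment list. The labelling controls gave -2.16 for the let-7 family, -2.28 for miR-17-92, -2.53 for miR-106b-25, -2.04 for the miR-100 and miR-125b group, -2.50 for the miR-23, miR-27 and miR-24 group, -2.44 for the miR-29 family, -2.41 for the miR-221 and miR-222 pair, -1.96 for the miR-30 family, -2.62 for the serum and blood list and 0.32 for the structural RNA fragment list, and the hybridization controls -3.55 for the let-7 family, -3.84 for miR-17-92, -4.09 for miR-106b-25, -3.36 for the miR-100 and miR-125b group, -4.06 for the miR-23, miR-27 and miR-24 group, -3.76 for the miR-29 family, -3.73 for the miR-221 and miR-222 pair, -3.29 for the miR-30 family, -3.94 for the serum and blood list and -1.24 for the structural RNA fragment list. Normexp gave -0.64 for the let-7 family, -1.01 for the miR-221 and miR-222 pair and -1.18 for the serum and blood list. With probes well above background on both arrays only, the medians were -0.94 for miR-17-92, -2.44 for the miR-100 and miR-125b group and -2.77 for the serum and blood list, where 2 members are left in the miR-100 and miR-125b group and 1, miR-451a, in the serum and blood list, and by the mean of all probes -0.74 for the miR-100 and miR-125b group, -1.05 for the miR-23, miR-27 and miR-24 group, -0.96 for the miR-221 and miR-222 pair and 1.16 for the structural RNA fragment list. No member of the miR-221 and miR-222 pair was well above background on both arrays, so it has no value there. With members well above background on 1 array only at their bound, the medians were -0.67 for the let-7 family, -0.60 for the miR-100 and miR-125b group, -0.88 for the miR-221 and miR-222 pair, -0.55 for the miR-30 family and -1.01 for the serum and blood list. The difference of low-numbered from high-numbered miRNAs stayed below 0, with -0.49 without normalization and with either 75th percentile, -0.28 by normexp, -0.97 by the labelling controls, -0.93 by the hybridization controls, -0.99 among probes well above background on both arrays, -0.28 by the mean of all probes and -0.088 with miRNAs at their bound.

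Signal over background limits the values most in A549/DDP exosomes, where 530 of 4774 probes (11.1%) were well above background, against 1063 (22.3%) in A549 exosomes. The remaining probes give bounds at most.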

Differences from the paper's values

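The paper's text gives 269 exosome probes for the cluster analysis by a ratio of more than 100 times, and 0 probes were found by a 100-fold ratio between the arrays. Of the alternatives set before the data were examined, a difference of more than 100 intensity units gave 265. The same criterion in the deposited table, chosen after seeing the values, gave 269.

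The bars of Fig. 3C carry a log2 axis, but the series matches the values here only as linear folds with a sign. On that scale the exosome value of miR-197-5p is the paper's about 1.8 in Fig. 3C, read by eye, and 1.71 here (0.78 as a log2 ratio, spot error 0.045 on the linear scale). The deposited table gave 1.79, within that error, and the other alternatives set before the data were examined did not come within it. They ranged from -2.72 without normalization to 2.55 with background-subtracted signal scaled to the 75th percentile. The values of miR-4443, miR-100-5p, miR-642a-3p and miR-27b-3p on that scale differed from the figure by less than their spot errors.

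For the counts of probes past the fold threshold, the paper's 346 higher and 307 lower lie within 1.5 times the 246 and 289 found here. The deposited table is the setting that reaches 346 and 307.

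The paper names miR-4443 as the most up-regulated miRNA in A549/DDP exosomes. Its sentence follows the list of 10 miRNAs chosen on cells and exosomes, and the set it ranks is not stated. Among those 10, miR-4443 was highest here too, at 4.28, ahead of miR-3676-5p at 2.05. Among all ranked exosome miRNAs it took place 2 of 267, with a log2 ratio of 4.28 against 4.30 for miR-1273g-3p, a difference under their spot SDs. It was first by the mean of all probes, at 4.39, with a median over spots, at 4.29, and with the second part of the spots, at 4.28, and also with normexp, at 4.23, which was chosen after seeing the values. Of the other alternatives, miR-4252 was first without normalization (2.19 against 1.68), with the 75th percentile of all probes (2.77 against 2.26) and of the probes well above background on both arrays (4.81 against 4.30), with background-subtracted signal scaled to the 75th percentile (5.27 against 4.53), with local background subtracted (5.13 against 4.33), with control spots included (4.20 against 3.56) and by the total signal of the miRNA (5.04 against 4.33). It was also first with the labelling controls (4.27 against 3.23) and the hybridization controls (2.71 against 1.67), both chosen after seeing the values. MiR-1273g-3p was first in the rest.

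The paper lists 10 miRNAs as the most differentially expressed. By the exosome arrays alone 2 of them were among the first 10, and the cell arrays that also entered that choice were not analysed here.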

Other observations

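The tests of explanations in this part were chosen after the results were seen, while the lists and the number classes were fixed beforehand.

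Apart from the miRNAs of the paper, the highest log2 ratios were 3.21 for miR-1260a and 3.07 for miR-574-5p, after miR-1273g-3p and miR-4252, and the lowest were -2.79 for miR-320d and -2.77 for miR-451a, after miR-320e and miR-21-5p. These kept their direction over the alternatives. Members of a family, such as miR-320d and miR-320e or miR-1260a and miR-1260b, may share hybridization, which was not measured; the ratio of miR-1260a was 0.94 without normalization. Of the miRNAs well above background in A549/DDP exosomes only, the highest bounds were at least 7.99-fold for miR-212-3p, at least 6.61-fold for miR-224-3p and at least 4.01-fold for let-7i-3p. In the other direction they were at least 5.64-fold for miR-10a-5p, at least 3.28-fold for miR-765 and at least 3.15-fold for miR-130b-3p. These bounds hold with quantile normalization. Over 15 alternatives, each with its own dimmest probe well above background, the lowest bounds of the first 3 were 2.03-fold, 1.72-fold and 1.24-fold, without normalization, and those of the last 3 were 2.96-fold, 1.64-fold and 1.56-fold, with the 75th percentile of the probes well above background on both arrays.

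Changes were uneven among miRNAs. Signal near background is argued against as their source, since 284 of the 493 probes well above background on both arrays were past the 1.5-fold threshold. A fault of single probes is argued against, since the dimmest and brightest probe changed in the same direction for 194 of 211 miRNAs with more than 1 such probe. Probes of a miRNA share sequence, so an effect of sequence stays open. The choice of normalization is argued against for the order of the changes, as the lowest Spearman's rho between the main setting and any alternative was 0.94 across those probes, which are not replicates. The point taken as no change did depend on it. Quantile normalization as the source of the similar numbers of higher and lower probes stays open. Without normalization 19 were higher and 1232 lower. Background-subtracted signal scaled to the 75th percentile, with no quantile step, gave 175 and 176. That percentile was taken over the probes well above background on both arrays, and 4116 of 4774 probes had a ratio of 0 at the floor. This setting therefore centers the detected probes as well and cannot decide the question. A difference between the lines in exosome content stays open and cannot be told apart from the slide.

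After quantile normalization, the medians of several families of miRNAs were lower in A549/DDP exosomes. They were -0.82 for the let-7 family (percentile 4.58 among random lists matched on signal), -0.84 for miR-17-92 (7.53), -0.96 for miR-106b-25 (15.9), -1.16 for the miR-100 and miR-125b group (1.11), -1.14 for the miR-23, miR-27 and miR-24 group (9.09), -1.06 for the miR-29 family (12.5), -1.30 for the miR-221 and miR-222 pair (2.72) and -1.03 for the miR-30 family (5.54). Members not well above background in A549/DDP exosomes entered these medians with a fitted value, and both arrays measured 5 of 9 members of the let-7 family, 5 of 6 of miR-17-92, 2 of 5 of the miR-100 and miR-125b group, 2 of 3 of the miR-29 family, 0 of 2 of the miR-221 and miR-222 pair and 3 of 5 of the miR-30 family. With the other members at their bound, in the random lists too, the medians were -0.67 (percentile 3.95) for the let-7 family, -0.84 (6.14) for miR-17-92, -0.60 (1.51) for the miR-100 and miR-125b group, -0.87 (15.2) for the miR-29 family, -0.88 (5.17) for the miR-221 and miR-222 pair and -0.55 (7.46) for the miR-30 family. With the 75th percentile of the probes well above background on both arrays, where the median of all probes was 2.25, the medians of the miR-100 and miR-125b group at 0.33, the miR-29 family at 0.15, the miR-221 and miR-222 pair at 0.064 and the miR-30 family at 0.38 were set by members not well above background in A549/DDP exosomes and give no direction, and the other 4 stayed below 0. The lists with miR-100, miR-27b and miR-29a, the let-7 and structural RNA fragment lists hold miRNAs that the study picked on these arrays. None of the 5 members of the miR-200 family was well above background on either array. The serum and blood list, with 1 of 6 members measured on both arrays, had a median of -1.48 (percentile 0.040), and of -1.01 (percentile 0.15) with the others at their bound. With the 75th percentile of the probes well above background on both arrays its median was -0.10, set by members not well above background in A549/DDP exosomes, and gives no direction. The structural RNA fragment list had a median of 1.09 (percentile 97.6) with members from -2.20 for miR-1246 to 3.21 for miR-1260a, and its median turned to -0.95 without normalization, -0.37 with the 75th percentile of all probes and -1.24 with the hybridization controls.

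Low-numbered miRNAs, numbered up to 500 or of the let-7 family, had a median log2 ratio of -0.54 over 188 detected miRNAs, against -0.15 over 268 numbered from 3000. The difference was -0.40 and ranged from -0.99 to -0.088 over the alternatives. The last value puts miRNAs well above background on 1 array only at their bound, and among those measured on both arrays the difference was -0.99. Signal level as the source is argued against for the brighter miRNAs, since within the upper 2 of 4 groups by signal the differences with such miRNAs at their bound were -0.70 and -1.21, with a weighted mean of -0.96. In the lower 2 groups, nearest to background, the differences were -0.052 and -0.45, but with miRNAs at their bound the weighted mean was -0.021, and there an effect of signal level cannot be told apart from one of the classes. GC content stays open, as 0 miRNAs had a sequence to take it from. Whether the classes differ in the exosomes themselves is a hypothesis that 1 array per condition cannot separate from the slide.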
